# Genome Sequencing of Chromosome 1 Substitution Lines Derived from Chinese Wild Mice Revealed a Unique Resource for Genetic Studies of Complex Traits

**DOI:** 10.1534/g3.116.033902

**Published:** 2016-09-06

**Authors:** Fuyi Xu, Tianzhu Chao, Yingming Liang, Kai Li, Shixian Hu, Maochun Wang, Yuxun Zhou, Hongyan Xu, Junhua Xiao

**Keywords:** Chinese wild mice, chromosome substitution, whole genome sequencing, genetic polymorphisms, haplotype

## Abstract

Mouse resources such as Collaborative Cross, outbred stocks, Hybrid Mouse Diversity Panel, and chromosome substitution strains have been instrumental to many progresses in the studies of complex traits genetics. We have established a population of chromosome 1 (Chr 1) substitution lines (C1SLs) in which donor chromosomes were derived from Chinese wild mice. Genome sequencing of 18 lines of this population showed that Chr 1 had been replaced by the donor chromosome. About 4.5 million unique single nucleotide polymorphisms and indels were discovered on Chr 1, of which 1.3 million were novel. Compared with sequenced classical inbred strains, Chr 1 of each C1SL had fivefold more variants, and more loss of function and potentially regulatory variants. Further haplotype analysis showed that the donor chromosome accumulated more historical recombination events, with the largest haplotype block being only 100 kb, and about 57% of the blocks were <1 kb. Subspecies origin analysis showed that these chromosomes had a mosaic genome structure that dominantly originated from *Mus musculus musculus* and *M. m. castaneus* subspecies, except for the C57BL/6J-Chr1^KM^ line from *M. m. domesticus*. In addition, phenotyping four of these lines on blood biochemistry suggested that there were substantial phenotypic variations among our lines, especially line C57BL/6J-Chr1^HZ^ and donor strain C57BL/6J. Further gene ontology enrichment revealed that the differentially expressed genes among liver-expressed genes between C57BL/6J and C57BL/6J-Chr1^HZ^ were enriched in lipid metabolism biological processes. All these characteristics enable C1SLs to be a unique resource for identifying and fine mapping quantitative trait loci on mouse Chr 1, and carrying out systems genetics studies of complex traits.

Mouse as a model organism plays an important role in the dissection of the genetic basis of complex traits involving both genetic and environmental factors. Traditional F2 population for linkage studies with two extreme opposite phenotype strains could have sufficient power but generally lack resolution (Flint *et al.* 2005; Flint and Eskin 2012). Therefore, new methods and resources have been developed to improve the efficiency of quantitative trait loci (QTL) mapping and gene identification.

Over the last several decades, genome-wide association studies (GWAS) in humans have discovered thousands of genetic loci related to complex diseases or traits (Tim *et al.* 2014), and a similar strategy can be implemented in mouse populations. The Hybrid Mouse Diversity Panel (HMDP), which consists of ∼100 inbred strains, including 29 classical inbred (CI) strains and 71 recombinant inbred strains, has been used in mouse GWAS and systems genetics (Ghazalpour *et al.* 2012; Bennett *et al.* 2015). It has been estimated that this panel can detect a single nucleotide polymorphism (SNP) that contributes to 5% of the overall phenotypic variation in a 2.6–2.7 Mb genomic region (Bennett *et al.* 2010). Recent studies have shown that expanding mice strains and genotyping density would further improve its power and resolution (Rau *et al.* 2015). The Collaborative Cross (CC) panel aims to generate >1000 recombinant inbred strains derived from eight diverse mouse strains, which could provide a mapping resolution of ∼2 Mb (Buchner and Nadeau 2015). It is noteworthy that CC parental strains include three wild-derived strains, thereby dramatically increasing the genetic and phenotypic diversity of this resource. However, only 73 strains have been made publicly available so far (http://csbio.unc.edu/CCstatus/). Despite this limitation, investigators have successfully used pre-CC and completed CC strains in genetic studies of complex traits (Aylor *et al.* 2011; Buchner and Nadeau 2015). Another valuable resource is outbred stocks (OS). Different from HMDP and CC, this resource is intended to maximize genetic diversity through carefully planned breeding. The accumulation of recombination events over time in OS markedly decreases linkage disequilibrium (LD) compared to inbred strains (Yalcin and Flint 2012). It should be noted that individual mice within an OS are not genetically identical. Therefore, every individual needs to be genotyped when performing association studies. Some currently available OS include heterogeneous stock (Valdar *et al.* 2006; Ahlqvist *et al.* 2011) and the diversity outbred stock (Svenson *et al.* 2012; French *et al.* 2014).

Unlike HMDP, CC, and OS, in which genotype–phenotype associations are conducted on a heterogeneous genetic background, chromosome substitution strains (CSSs), constructed by transferring a single full-length chromosome from the donor strain onto the genetic background of the recipient strain by repeated backcrossing, are pursued to construct an homogeneous genetic background, except for the donor chromosome (Nadeau *et al.* 2000). Therefore, QTL on the donor chromosome can be relatively easier to detect. However, because a CSS panel is derived from just two mouse strains, they have less genetic diversity relative to CC, HMDP, and OS. Another problem is that if a QTL has been identified in a particular chromosome, further fine mapping is generally needed to narrow down the QTL, through the construction of congenic strains (DeSantis *et al.* 2013; Kato *et al.* 2014).

Wild mice are another promising recourse for fine mapping and gene identification. Previous studies have shown that they harbor more genetic variations, accumulate more historical recombination events, and LD decays considerably more rapidly with physical distance than laboratory populations. Therefore, strong associations can be detected within regions <100 kb, which can help to achieve single gene resolution (Laurie *et al.* 2007). Combining the respective advantages of CSSs and the wild mice resource depicted above, we proposed a new strategy to fine mapping and gene identification using a population of specific CSSs (Xiao *et al.* 2010). Several years ago, we began constructing a population of chromosome 1 substitution lines (C1SLs). Briefly, 30 mice were used as chromosome 1 (Chr 1) donors, including 24 wild mice captured across China, one C57BL/6J-Chr1^KM^ (KM) line mouse and five inbred strains, with C57BL/6J (B6) as the recipient strain. The high genetic diversity on the replaced chromosome and the homogeneous background enable promising applications for fine mapping and gene identification. In this study, we carried out the whole genome sequence analysis for 18 lines of this population. As expected, there were large amounts of genetic variations and smaller haplotype blocks distributed on Chr 1, and a homogeneous genome background on other chromosomes. In addition, phenotyping some of these lines also revealed that they had high phenotypic diversity. All these results indicated that this population could serve as a unique and complementary resource for identifying and fine mapping QTL on mouse Chr 1, and carrying out systems genetics studies of complex traits.

## Materials and Methods

### Mice

In the 18 sequenced C1SLs, 17 donors were wild mice captured from different localities in China, the other donor KM mouse and recipient strain B6 were purchased from Shanghai SLAC Laboratory Animal Co., Ltd. (Shanghai, China). Briefly, the donor male was mated with a B6 female to produce hybrid F1, followed by seven generations of backcrossing using 29 SNPs evenly spaced on Chr 1 to assist selection, then brother/sister mating to create C1SLs. All mice were housed in a climate-controlled facility (temperature: 18–22°, humidity: 40–60%) with a 12 hr light/12 hr dark cycle, and allowed *ad libitum* access to water and a chow diet (M01-F25; Shanghai SLAC Laboratory Animal Co., Ltd.).

### High-throughput sequencing

Genomic DNA was extracted from the tail tissue of each mouse using an AxyPrep Multisource Genomic DNA Miniprep Kit (Axygen) as the manufacturer’s default protocol described. Purified genomic DNA was sheared and size selected (300–500 bp). Paired end sequencing (2 × 150 bp) was carried out with an Illumina X Ten instrument (Illumina Inc., San Diego, CA) by WuXi AppTec (Shanghai, China) according to the manufacturer’s protocol, except that the KM line was sequenced with Illumina Hiseq2500 (PE125) on two lanes.

### Quality control and read alignment

Raw reads were quality filtered with NGS QC Toolkit v2.3 (Patel and Mukesh 2012) to remove reads containing >30% low-quality (*Q* < 20) bases. Filtered reads were aligned to the mouse reference sequence (GRCm38/mm10) using speedseq v0.03a (Chiang *et al.* 2015) align module, which implemented BWA-MEM for read alignment, SAMBLASTER for in-memory duplicate marking, and Sambamba for multithreaded sorting and indexing to produce BAM alignment files for downstream analyses.

### Variants identification and annotation

Variants identification were conducted individually for each line. SAMtools v1.2 mpileup and BCFtools v1.2 call function (Li *et al.* 2009) were used for SNP and indel calling, and the parameters “-t DP,DV,DP4,SP,DPR,INFO/DPR -E -Q 0 -pm3 -F0.25 –ugf ” and “-mv -f GQ,GP -p 0.99” were used for mpileup and call function. In order to identify high-quality variants data, variants were filtered using the vcf-annotate function in vcftools v0.1.12b (Danecek *et al.* 2011). The following parameters were used for all lines: −*H* −*f* +/*d* = 5/*q* = 20/*w* = 2/*a* = 5. For maximum depth, BLD, DX, FX, HZ, JD, QP, SMX, SY, TW, and TZ lines were set to 100; CM, KM, YP, ZC, and ZZ1 were set to 120; and the remaining lines, including YX, PD, and ZZ2, were set to 140.

We used the sv module, which implemented lumpy-sv in speedseq software, to identify structural variants (SVs). Raw SVs were then filtered using the following criteria: calling quality >100, and length between 50 and 100,000 bp for deletion and <3,000,000 bp for duplication and inversion.

Ensembl Variant Effect Predictor (VEP) v80 (McLaren *et al.* 2010) was used to annotate the variants, and the SIFT algorithm was used to predict whether a missense variants would have a deleterious effect in a protein-coding gene.

### Sensitivity and specificity of variant calls

We randomly selected 81 genomic segments spread over Chr 1 on ZZ2. Primers were designed by NCBI primer designing tool, Primer-BLAST. Each segment was PCR amplified and sequenced by capillary sequencing technology. After trimming the low-quality bases from two sides of each sequence manually, the trimmed sequences were mapped to the mouse reference genome to call SNP. This SNP data set was compared with SNP calls from the same regions using next generation sequencing. If an SNP was present in the Sanger-sequenced SNP calls but not present in our next generation sequencing SNP calls, this SNP was considered to be false negative. The reverse was considered to be false positive.

### Subspecies origin analysis

SNP and indel information of 36 sequenced inbred strains were downloaded from the mouse genome project (MGP) at Sanger institute (http://www.sanger.ac.uk/science/data/mouse-genomes-project). Chr 1 consensus sequences for three wild-derived strains [CAST/EiJ (CAST), PWK/PhJ (PWK), and WSB/EiJ (WSB)] and 18 C1SLs were constructed using SAMtools consensus parameter. The Chr 1 sequence was divided into 19,548 10-kb blocks. The percent similarity of each block of the Chr 1 sequence of each C1SL to the sequences of WSB, CAST, and PWK was then calculated. The subspecies with the highest percentage similarity was inferred as the subspecies origin for each block.

### Haplotype analysis

We used the haplotype block definition based on the four gamete rule (Wang *et al.* 2002) to infer haplotype blocks. A total of 127 randomly selected Chr 1 regions were used in the analysis. For each region, haplotype analysis was performed with haploview v4.2 (Barrett *et al.* 2005) with the four gamete block (GAM) output option.

### Blood biochemistry analysis

Blood biochemistry was measured in four C1SLs (CM: *n* = 8, HZ: *n* = 6, KM: *n* = 11, and ZZ2: *n* = 4) and recipient strain B6 (*n* = 15). Male mice were first maintained on a chow diet (M01-F25; Shanghai SLAC Laboratory Animal Co., Ltd.) for 8 wk, then fed with 10% fat diet (D12450B; Research Diets, New Brunswick, NJ) until killed at 20 wk of age. All mice were fasted for 4 hr in the morning before blood collection.

Blood from the retro-orbital sinus was collected in 1.5-ml tubes containing EDTA, and centrifuged at 2500 × *g* for 15 min. Blood serum was frozen at −20° until assay. Low-density lipoprotein cholesterol (LDL-C), high-density lipoprotein cholesterol (HDL-C), triglycerides, cholesterol (CHOL), total protein (TP), albumin, total bilirubin, alanine aminotransferase (ALT), aspartate aminotransferase (AST), alkaline phosphatase, glucose (GLU), and creatinine concentrations were measured using a biochemical blood analyzer (Hitachi 7180; Hitachi, Tokyo, Japan) by Sino-British SIPPR/B&K Lab Animal Ltd. (Shanghai, China). Mice were killed by cervical dislocation.

### RNA isolation and expression profiling

Four HZ and four B6 male mice, examined for blood biochemistry were also used to perform transcription profiling. Liver tissues were collected and total RNAs were immediately extracted with RNAiso Plus reagent [Takara Biotechnology (Dalian) Co., Ltd, Liaoning, China], according to the manufacturer’s protocol, followed by quantification with NanoDrop 2000c. They had an A260/A280 of 1.8–2.0. For each line, RNA from two mice were pooled and assayed on one Affymetrix Mouse Transcriptome Assay 1.0 chip. CEL files were imported into Expression Console v1.4 (Affymetrix). The SST-RMA algorithm was used to background correct, normalize, and summarize all expression values. Then, the output CHP files were imported into Transcriptome Analysis Console v3.0 (Affymetrix) to conduct gene-level differential expression analysis.

### Evaluation of genome background contamination

For each line, the genome was divided into 100-kb nonoverlapping intervals. We used SNP density to estimate contaminations on other chromosomes. We calculated the mean and SD of the number of SNPs per 100-kb region on Chr 1, and established a lower boundary of mean −2 SD. If the number of SNPs per 100-kb region on other chromosomes was larger than this boundary, this interval was considered to be a wild-type residual contamination.

### Ethics statement

All mice were maintained under specific pathogen-free conditions, according to the People’s Republic of China Laboratory Animal Regulations, and the study was conducted in accordance with the recommendations of, and was approved by the Laboratory Animal Committee of Donghua University.

### Data availability

All raw reads were submitted to NCBI Sequence Read Archive under the accession number SRP066591. Expression data can be obtained from the Gene Expression Omnibus database (accession no. GSE81078). This mouse resource is available to the community of mouse geneticists and can be obtained upon request.

## Results

### Data generation and variants discovery

In this study, C1SLs from 17 Chinese wild mice and one KM mouse were whole genome–sequenced with Illumina sequencing-by-synthesis technology, with a target insert size of 300–400 bp, and 1965 Gb of data were obtained. Sequence reads were filtered for quality and then aligned to the mouse reference genome (GRCm38/mm10) using the Burrows–Wheeler Aligner implemented in speedseq software, which achieved at least 30× coverage for all lines (Table 1 and Supplemental Material, Table S1).

**Table 1:** An overview of the mapping statistics and Chr 1 variants called from C1SLs

Line	Raw Data (Gb)	Coverage	SNPs	Private SNPs	Indels	Private Indels	Deletion	Duplication	Inversion
C57BL/6J-Chr1^BLD^ (BLD)	105.78	33.38	1,649,522	52,394	252,898	10,658	4672	79	27
C57BL/6J-Chr1^CM^ (CM)	120.7	40.01	1,723,794	43,128	276,719	11,658	5089	91	38
C57BL/6J-Chr1^DX^ (DX)	105.85	34.16	1,727,183	138,380	258,376	23,732	4814	83	34
C57BL/6J-Chr1^FX^ (FX)	93.1	30.12	1,655,800	29,596	248,619	6855	4650	69	40
C57BL/6J-Chr1^HZ^ (HZ)	106.3	33.58	1,592,121	43,347	243,930	8991	4511	72	41
C57BL/6J-Chr1^JD^ (JD)	98.43	31.04	1,637,950	31,717	249,763	7317	4621	63	32
C57BL/6J-Chr1^KM^ (KM)	126.34	36.29	495,093	135,477	93,122	25,265	1568	40	16
C57BL/6J-Chr1^PD^ (PD)	135.3	47.36	1,617,372	52,102	259,382	12,123	4771	98	36
C57BL/6J-Chr1^QP^ (QP)	91.6	29.39	1,680,439	45,986	252,079	8768	4687	73	43
C57BL/6J-Chr1^SMX^ (SMX)	92.65	30.2	1,701,840	35,669	260,102	8435	4802	80	39
C57BL/6J-Chr1^SY^ (SY)	96.8	30.41	1,699,121	66,972	254,768	13,605	4762	74	35
C57BL/6J-Chr1^TW^ (TW)	95.1	32.01	1,698,145	25,736	256,637	6095	4809	83	38
C57BL/6J-Chr1^TZ^ (TZ)	101.88	32.84	1,621,359	37,581	249,672	8107	4649	79	31
C57BL/6J-Chr1^YP^ (YP)	107.74	35.19	1,730,297	51,049	265,384	10,337	4916	87	44
C57BL/6J-Chr1^YX^ (YX)	127.9	44.54	1,715,406	23,054	275,745	7151	5050	112	44
C57BL/6J-Chr1^ZC^ (ZC)	111.8	38.9	1,645,630	29,850	265,876	8276	4805	94	40
C57BL/6J-Chr1^ZZ1^ (ZZ1)	118.38	37.49	1,711,022	17,537	261,709	4698	4926	90	38
C57BL/6J-Chr1^ZZ2^ (ZZ2)	128.9	45.01	1,713,734	31,041	274,396	8838	5044	94	39
Total	1964.55	641.92	29,015,828	890,616	4,499,177	190,909	83,146	1461	655

Private variants are line-specific variants.

We used SAMtools/BCFtools to call SNPs and indels from the reads of each sample, and these variants were custom filtered (see *Materials and Methods*). Overall, ∼29 million SNPs and 4.5 million indels (1–50 bp) were identified from the 18 Chr 1 sequences (Table 1 and Figure 1A). For SNP genotypes, we found that 97.4% were homozygous and 2.6% were heterozygous on average (Table S2), the latter most likely arising from true heterozygote loci due to incomplete fixation of the inbred strain, false-positive calls due to regions of copy number variation, sequencing errors, and mapping errors in highly repetitive genomic regions, as previously described (Keane *et al.* 2011). The sensitivity and specificity of our variant calls were established using 23-kb bases of DNA from the ZZ2 line. We sequenced 81 PCR segments spread over Chr 1 using Sanger sequencing. A total of 352 SNPs were detected. None of the SNPs were missed by whole genome sequencing, resulting in a false negative rate of 0% in our next-generation SNP calls. Two SNPs identified by whole genome sequencing were not found in Sanger sequencing, which gave a false positive rate of 0.57%.

**Figure 1:**
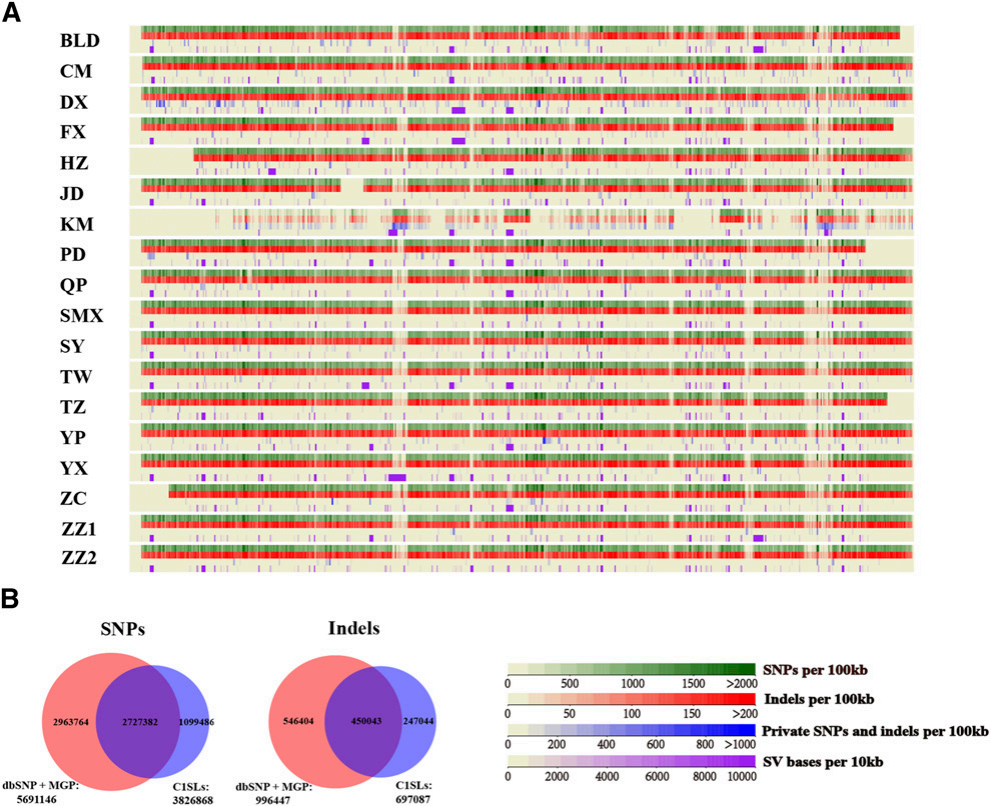
Overview of variants called from C1SLs. (A) Distribution of SNPs, indels, private variants, and structural variants on Chr 1 in C1SLs. (B) Venn diagram of comparison between C1SLs and MGP and dbSNP142 data sets of identified SNPs and indels on Chr 1.

Compared with CI strains, we found large amounts of genetic variants in each line. There were, on average, 1.68 million SNPs and 0.25 million indels in our sequenced lines, except for strain KM (0.5 million SNPs and 0.09 million indels). However, for sequenced 36 strains from MGP, only 0.31 million SNPs were called for each strain, except for seven wild-derived inbred strains (Table S3) (Keane *et al.* 2011). SNP density across Chr 1 was 8.2 SNP/kb (SD = 1.2), which was fivefold more than CI strains (1.6 SNP/kb, SD = 0.5) (Table S3). When the 18 lines were compared, each line carried relatively few private variants (mainly <3% of all variants called in each line), except for KM (27%) and DX (8%) (Table 1), indicating that these two had large divergence from the other lines. Next, we merged all the variants from these lines and identified ∼4.5 million (4,523,955) unique variants, including 3,826,868 SNPs and 697,087 indels. Further comparison with entries in MGP and NCBI dbSNP142 variant data sets identified 2.7 million SNPs (71%) as known, and the remaining SNPs (1,099,486; 29%) were classified as novel. For indels, 450,043 (64.5%) had been described previously (Figure 1B).

To identify SVs from the information of split and discordant reads and changes in mapped read depth, lumpy-sv implemented in speedseq software was used. We called 0.09 million SVs, including 83,146 deletions (>50 bp), 1461 duplications, and 655 inversions (Table 1 and Figure 1A).

### Variants annotation

To understand the functional consequences of the variants called in these 18 donor chromosomes, we annotated these variants using the VEP from Ensembl (Table 2). Within the total set of 4.5 million variants, 0.47% (21,335) were in protein-coding regions, among which 38.3% (8181) were annotated to be amino acid (AA)-altering from 1002 protein-coding genes. Of the 8181 AA-altering variants, 130 indels caused a disruption of the translational reading frame (Table S4); 64 were predicted as premature truncation of the protein due to gain of stop codons, whereas 24 were predicted as loss of stop codons (Table S5). Apart from the AA-altering variants, the other potentially functional categories included: variants with the potential to disrupt splicing events (3,841; 0.08%); variants in 3′ and 5′ untranslated regions (UTRs) with the potential to regulate protein translation (49,163; 1.1%); those within 5 kb upstream or downstream of transcription start or end sites with possible roles on transcriptional regulation (1,038,410; 23%). As shown in Table 2, we also found that a large amount of novel variants fell into coding sequences and potentially regulatory regions, including 3009 missense variants, 45 stop gains, six stop loss, and 65 frameshift variants potentially having loss of function effects, and those including 1036 splicing variants, 14,154 3′ and 5′ UTR variants, and 303,537 5-kb upstream or downstream variants with potentially regulatory effect.

**Table 2:** Predicted functional consequence of SNPs and indels

Consequence	SNPs	Novel SNPs	Indels	Novel Indels
Coding Sequence Variant				
stop_gained	64	44	2	1
stop_loss	24	6	2	0
missense_variant	7959	3009	0	0
synonymous_variant	12,914	3323	0	0
frameshift_variant	NA	NA	130	65
inframe_insertion	NA	NA	85	26
inframe_deletion	NA	NA	135	56
coding_sequence_variant	7	0	13	8
Noncoding Sequence Variant				
start_loss	21	6	3	0
splice_donor_variant	115	37	29	11
splice_acceptor_variant	89	23	30	15
splice_region_variant	3072	821	506	125
stop_retained_variant	17	8	0	0
mature_miRNA_variant	20	11	19	11
5_prime_UTR_variant	5496	1763	875	310
3_prime_UTR_variant	35,358	9771	7434	2310
non_coding_transcript_exon_variant	84,594	22,389	13,702	4249
intron_variant	1,526,474	426,038	297,901	102,640
NMD_transcript_variant	278,249	74,313	55,018	17,982
non_coding_transcript_variant	785,325	214,776	151,618	51,692
upstream_gene_variant	406,576	115,964	83,207	28,457
downstream_gene_variant	456,092	127,304	92,535	31,812
intergenic_variant	1,889,179	555,948	323,620	117,902

Consequences were predicted using VEP and gene models from Ensembl version 80. Detail explanations of the consequences can be found on the VEP main webpage (http://useast.ensembl.org/info/docs/tools/vep/). It should be noted that one SNP or indel may have one or more consequences. Novel SNPs or indels are defined as variants that were not in MGP and dbSNP142 data sets.

Another important question was whether there were more functional variants on Chr 1 for each line than the previously sequenced CI strains. To address this question, we compared variant distribution and number of involved genes with published data in those potentially functional categories. The results from this analysis showed that C1SLs had 4.9-fold (SD = 1.0) more variants in each category compared with MGP-sequenced CI strains. The number of genes involved were 3.8-fold (SD = 1.8) more (Figure 2). For the number of variants per gene in each category, we found that there were more variants in potentially regulatory regions, especially in upstream or downstream gene regions and 3′ UTR regions.

**Figure 2:**
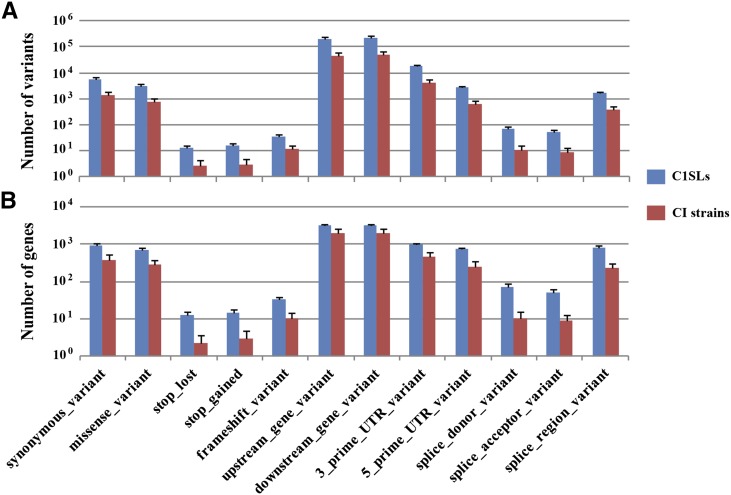
Comparison of potentially functional variants on chromosome between C1SLs and 31 MGP-sequenced CI strains. (A) Number of short variants in each categories. (B) Number of genes involved in each categories. All comparisons were statistically significant using a two-sample *t*-test (*P* < 0.01).

Among the protein-coding genes with AA-altering SNPs, 483 (Table S6) genes were predicted to have deleterious missense SNPs (SIFT score < 0.05). We annotated these genes and those with stop gain or loss and frameshift genes together to the KEGG pathway using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) web-based tools (Huang da *et al.* 2009). This analysis resulted in 138 genes from 60 known pathways (Table S7). The first interesting finding was that 13 genes were involved in immune-related pathways, including the complement and coagulation cascades pathway and natural killer cell–mediated cytotoxicity pathway. We also found that there were 19 genes participating in olfactory transduction, most of which were olfactory receptor genes. Other pathways involving relatively more genes were cytokine–cytokine receptor interaction (seven genes) and adhesion molecules (seven genes).

There were 268 large deletions involving 157 genes. However, among them, only 30 were protein-coding genes, and others were pseudogenes or predicted genes. We also found 24 stop loss deletions, affecting 11 protein-coding genes.

### Haplotype block analysis

To capture the haplotype structure of the donor chromosomes, we randomly selected 126 nonoverlapping intervals in which each interval contained about 10,000 SNPs, on average 0.5 Mb per region, with sizes ranging from 0.3 to 1 Mb, and completely encompassing a 64 Mb region of the Chr 1 sequences. For each region, the haplotype block analysis was performed according to the principle of the four gamete rule (Wang *et al.* 2002).

A total of 28,105 blocks were identified on these regions. The number of blocks varied for each region, ranging from 127 to 982. The average number of blocks was 221. There were six regions with an extremely large number of blocks (>88; mean + 2 SD of block number per 100 kb), indicating that these regions had many recombination events and may be recombination hotspots. From the block length distribution, nearly 56% of blocks were <1 kb in length, only 4% (1081 blocks) were ≥10 kb, and the largest block was 103.8 kb, while other blocks were between 1 and 10 kb (Figure 3). These results suggest that the haplotype blocks of the donor chromosomes are consistent with the previous study, where the haplotype blocks were mainly <100 kb (Laurie *et al.* 2007).

**Figure 3:**
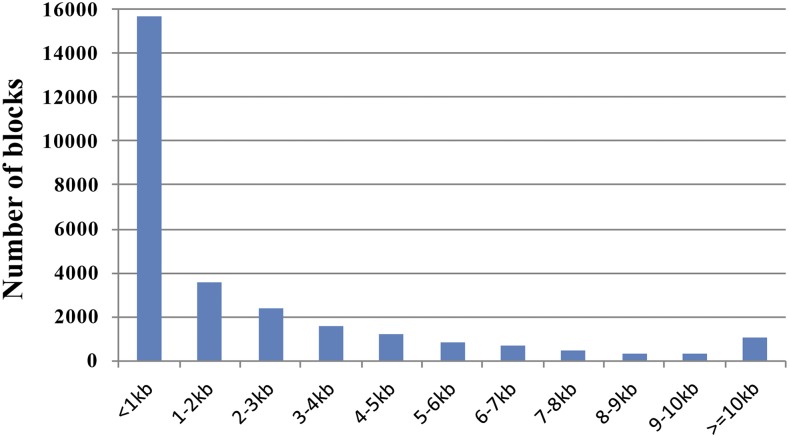
Distribution of haplotype block length across Chr 1 of C1SLs.

### Subspecies origin

We examined the ancestral subspecies origin of the 18 donor chromosomes, expecting to identify a mosaic of segments that could be assigned to one of three distinct lineages: *Mus musculus domesticus*, *M. m. musculus*, and *M. m. castaneus*. To assign subspecies origins to genomic intervals of the 18 lines, three wild-derived inbred strains, WSB, PWK and CAST, respectively, were chosen to represent the three lineages. We segmented each line’s Chr 1 sequence into 19,548 10-kb blocks and compared sequence similarity for each block with the corresponding sequence from WSB, PWK, and CAST to infer the subspecies origin for each segment. In this study, for each C1SL, we considered the regions with <5 SNP differences between this line and any two wild-derived inbred strains to be of undetermined origin, and excluded regions were considered to be subspecies that introgressed among those three wild-derived strains (Yang *et al.* 2007) (Table S8). This left an average of 63.2% (SD = 1.8%) of Chr 1 regions (Table S9) in each line for similarity analysis.

The results showed that all lines were a mosaic of regions that had all three subspecies origins (Figure 4A). However, each subspecies’ contribution was quite different (Figure 4B). KM had a large number of blocks with high sequence similarity to WSB, consistent with a previous report that KM mice are derived from Swiss mice (Zhang *et al.* 2007), which originated from *M. m. domesticus*. For the other 17 lines captured from different locations in China (Figure 4C), the sequences were mainly originated from *M. m. musculus* (68%, SD = 15%) and *M. m. castaneus* (25%, SD = 13%), which explained 93% (SD = 2%) of the Chr 1 sequence. A previous study found that there were two mouse subspecies, *M. m. musculus* and *M. m. castaneus*, in China, with the former mainly located in the north and the latter in the south (Xiao *et al.* 2010). However, we did not observe this distinct geographic distribution. Nonetheless, we found a consistent trend in the subspecies distribution. For example, the sequence of SY, which was from north of China, was largely contributed by *M. m. musculus* (89%) whereas the sequence of DX, which was from south of China, was largely contributed by *M. m. castaneus* (66%).

**Figure 4:**
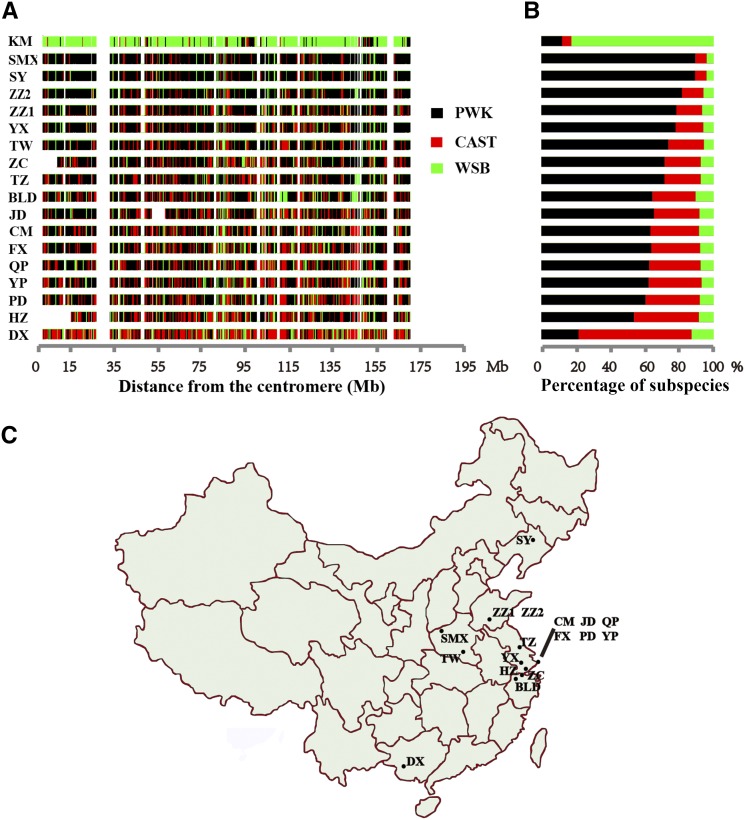
Subspecies origin of Chr 1 of C1SLs. (A) Subspecies assignments for the 18 donor chromosomes. Each 10-kb interval is shown as a vertical bar of a color that reflects its subspecies origin. Intervals without color are regions of intersubspecies introgression or of undetermined status. (B) Contribution of the three main subspecies lineages in Chr 1 of C1SLs. (C) Wild mice collection sites in China.

### Phenotypic diversity

An ideal mouse resource for QTL mapping should not only have extensive genetic diversity, but also high phenotypic diversity. For CSSs, they should have some phenotypic differences from the recipient strain. In order to determine the phenotypic diversity, we examined blood chemistry indexes in four lines (CM, HZ, KM, and ZZ2) and recipient strain B6. Of the 12 indexes assayed, all except GLU had some significant differences between B6 and these four lines (Figure 5A). HZ exhibited differences in six indexes (TP, ALT, AST, CHOL, HDL-C, and LDL-C), the most among these four lines (Figure 5B). Interestingly, three blood lipid indexes (CHOL, HDL-C, and LDL-C) were significantly higher in HZ than B6, suggesting that HZ may have lipid metabolism disorders. We assayed gene expression levels in liver tissues to determine if these differences were reflected on intermediate phenotypes (gene expression levels). This assay contained 65,956 mouse genes, including 36,703 noncoding RNAs. 

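Liver RNA of male HZ and B6 mice was assayed on Affymetrix Mouse Transcriptome Assay 1.0 arrays. HZ carries Chr 1 of a wild donor in the B6 background. RNA from 2 mice was pooled per array, as the paper describes for HZ and B6, and 2 arrays per group limit the precision. The labels name 16 arrays, from the lines B6, HZ, KM and SJ, each on a control and a high fat diet. The paper describes chow followed by a diet with 10% fat and, for the liver, only HZ and B6, so the arrays labelled control of these lines were taken as its comparison. The values are the log2 signals that the authors made with the SST-RMA algorithm, which corrects background, normalizes between arrays and summarizes probes per transcript cluster. The median log2 signal was between 3.85 and 3.97 in the 16 arrays, and the brightest background control of an array was between 4.46 and 5.67. Between 23.4% and 36.4% of the clusters lay above that control. The signals have a common ceiling, which 85 clusters reached in at least 1 array. Differences were fitted with limma as HZ minus B6, with a mean for each of the 8 groups over all 16 arrays, which leaves 8 residual degrees of freedom. The p-values were adjusted by the Benjamini-Hochberg method over 65956 transcript clusters. Of these, 31258 were paired with a single gene symbol, and 33206 were paired with none and are reported here only as counts.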

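In the liver of HZ mice on the control diet, 213 transcript clusters were higher and 225 were lower than in B6 at an adjusted p under 0.05 from limma. Lgals1, which encodes the sugar-binding protein galectin-1, was 6.96-fold higher, with a log2 signal of 10.58 ± 0.32 (SD, n = 2 arrays) in HZ and 7.78 ± 0.70 (SD, n = 2) in B6 (adjusted p = 0.0084 from limma). Serpinb1a, an inhibitor of neutrophil proteases, was 7.52-fold higher with a log2 difference of 2.91 (standard error 0.51, adjusted p = 0.030). Among the lower genes were Csad, an enzyme of taurine synthesis, at a log2 difference of -2.21 (standard error 0.33, adjusted p = 0.015), and Slco2a1, a prostaglandin transporter, at -1.69 (standard error 0.23, adjusted p = 0.0086).
At the thresholds of the paper, a fold change over 2 and an unadjusted p under 0.05, 426 clusters were higher and 242 lower in HZ. Clusters of protein-coding genes were divided evenly, with 82 higher and 82 lower. Clusters of small nuclear RNA (snRNA) genes, which encode parts of the spliceosome and their many copies, numbered 176 among the higher clusters and 0 among the lower ones, of 927 on the array. At the adjusted p, 8 snRNA clusters were higher, and in a fit of protein-coding clusters alone 120 were higher and 247 lower. Pseudogene clusters were higher in 53 cases and lower in 8, and clusters without a listed gene name were higher in 89 and lower in 128. The 176 snRNA clusters moved together, with a median correlation of 0.88 over deviations from the group means, so they are not separate differences. On the arrays labelled high fat, 0 snRNA clusters passed the thresholds of the paper as higher in HZ, and 185 did in KM, each against B6.

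**Figure D1:**
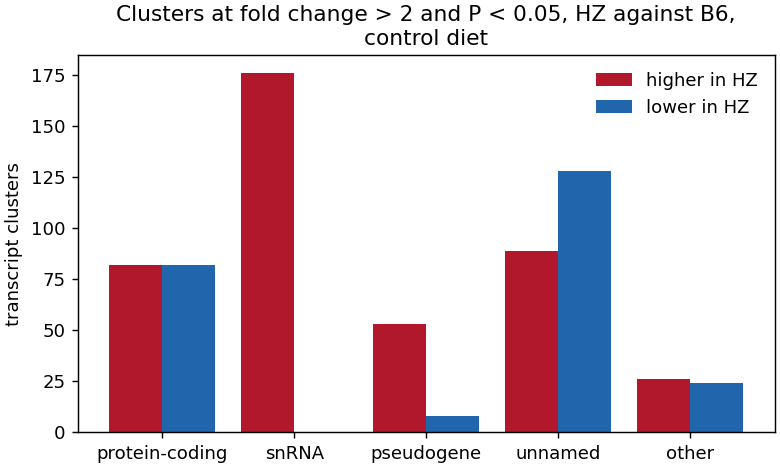
Number of transcript clusters (vertical axis) at a fold change over 2 and an unadjusted p under 0.05 in HZ against B6 on the control diet, by class of gene, with red bars for higher and blue bars for lower in HZ. The 176 snRNA clusters are all higher in HZ, whereas protein-coding clusters number 82 in each direction. The snRNA clusters move together across arrays and are not separate differences.

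The count at the adjusted p was 438 in all, and it was 83 without B6 replicate 1, 250 without B6 replicate 2 and 148 without HZ replicate 2. Without B6 replicate 1 the adjusted p was 0.091 for Lgals1 and 0.092 for Slco2a1, which was at 0.058 without HZ replicate 2, and Serpinb1a and Csad passed the threshold in none of the 4 fits that left out an HZ or B6 array, with adjusted p-values of up to 0.16 for Serpinb1a and 0.086 for Csad.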

After quality control and normalization, we identified 434 differentially expressed genes (fold change > 2 and *P* < 0.05), in which 130 genes were upregulated and 304 were downregulated compared to B6. Among these genes, 94 (22%) were located on Chr 1 whereas others were distributed on other chromosomes (Figure S1). 

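Chr 1 held 131 of the clusters past these thresholds (19.6%), of which 69 were higher and 62 lower in HZ. They were 3.41% of the 3845 Chr 1 clusters, against 0.85% of the clusters on other chromosomes (odds ratio 4.11, p = 3.4e-35 from a two-sided Fisher's exact test over clusters, which are not independent replicates). At an adjusted p under 0.05 from limma, 51 clusters of Chr 1 were higher and 88 lower.
Ly96, which encodes the MD-2 partner of the lipopolysaccharide receptor TLR4, lies from 16688456 to 16709605 on Chr 1 of GRCm38.p6. Its log2 signal was 6.88 ± 0.30 (SD, n = 2 arrays) in HZ and 11.38 ± 0.27 (SD, n = 2) in B6, a 22.6-fold lower signal (standard error of the log2 difference 0.28, adjusted p = 4.6e-05 from limma). For Ly96 and the lower genes below, weaker binding of probes to donor sequence cannot be told apart from lower expression. The sequences of the probes were not used here. Casp8, the initiator caspase of death receptor signaling, was lower at a log2 difference of -3.07 (standard error 0.35, adjusted p = 0.0034), and Agxt, a peroxisomal enzyme that removes glyoxylate, at -2.36 (standard error 0.25, adjusted p = 0.0021). Pm20d1 was lower by a log2 difference of -3.02, Mreg of -2.83 and Cfhr3, a gene related to complement factor H, of -1.96. Rcor3, whose gene lies on Chr 1 although the identifier of its cluster gives no chromosome, had a log2 difference of -1.98. Among the higher genes, Serpinb8 had a log2 difference of 2.88 (standard error 0.17, adjusted p = 3.1e-05), Catspere1 of 2.67, both as lower bounds since their B6 signals lay below the brightest background control, and Aox1, an aldehyde oxidase, of 2.32. Cavin2, a protein of caveolae, was higher by 2.11 (adjusted p = 0.0078).
Of the 9 measured genes of the Ifi200 family, a group of DNA sensors and related genes on Chr 1, Ifi207 was higher and 8 did not pass the test (4 higher adjusted over the list alone). The median log2 difference of the family was 0.27 (adjusted p = 0.017 from camera, and adjusted p = 0.57 with an estimated correlation). Ifi207 had a log2 difference of 0.75 (standard error 0.13, adjusted p = 0.030), which no fit without an HZ or B6 array called.
The paper reports that the proximal end of Chr 1 in HZ, from 3 to 15.9 Mb, carries B6 sequence (Table S10). In this segment 0 of 85 clusters with a gene position passed the adjusted threshold of limma (2 at the thresholds of the paper), against 99 of 1582 (6.26%) in the rest of Chr 1 (p = 0.0082 from a two-sided Fisher's exact test).

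**Figure D2:**
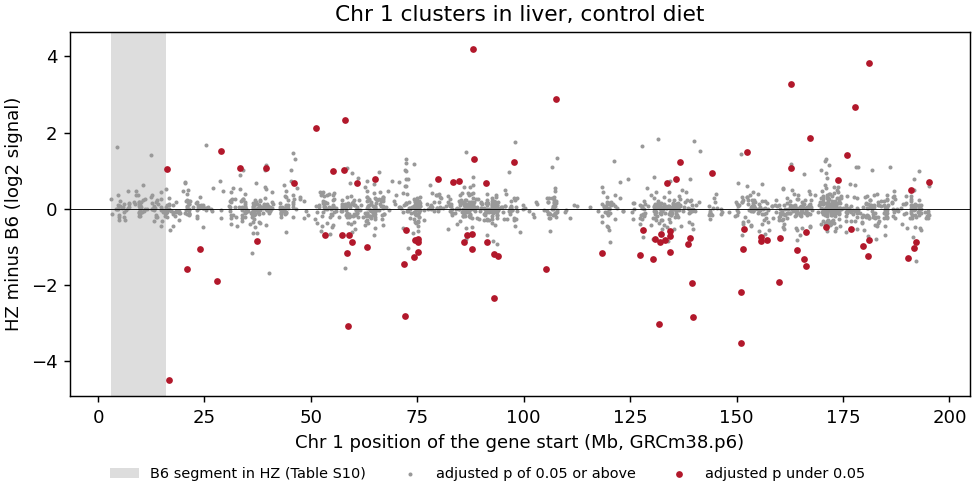
Log2 difference between HZ and B6 on the control diet (vertical axis) against the start of the gene on Chr 1 in Mb of GRCm38.p6 (horizontal axis), 1 point per cluster, red where the adjusted p from limma was under 0.05. The shaded part is the segment from 3 to 15.9 Mb, where 0 of 85 clusters are red.

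Without B6 replicate 1 the adjusted p was 0.051 for Casp8 and 0.091 for Cavin2.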

Next, we performed gene ontology enrichment analysis using DAVID online tools (Huang da *et al.* 2009). This analysis yielded a list of 183 genes (excluding noncoding and unmapped genes). The results showed a significant enrichment of 32 PANTHER biological process categories. Table 3 lists the top 10 enrichment categories, most of which were associated with lipid metabolism, such as CHOL biosynthetic and metabolic process, sterol biosynthetic and metabolic process, and lipid biosynthetic process.

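Of 20 genes of cholesterol biosynthesis listed before the data were examined, 16 were measured, and 14 of these had a higher mean in HZ than in B6. None passed an adjusted p under 0.05 from limma over all clusters, 8 were higher and 0 lower at an unadjusted p under 0.05, and 7 were higher and 0 lower when adjusted over the list alone. The largest differences were at Fdps, which makes farnesyl diphosphate, with a log2 difference of 2.80 (standard error 0.76, adjusted p = 0.13 over all clusters), and at Idi1, an isomerase of the mevalonate pathway, with 2.46 (standard error 0.71, adjusted p = 0.16). Hmgcs1, which makes the substrate of HMG-CoA reductase, had a log2 signal of 13.99 ± 0.35 (SD, n = 2 arrays) in HZ and 11.98 ± 0.19 (SD, n = 2) in B6, a log2 difference of 2.01 (standard error 0.48, adjusted p = 0.092). Msmo1 and Sqle, enzymes of the later steps, had log2 differences of 2.22 and 1.86, which are lower bounds, since their B6 signals lay near the brightest background control. Hsd17b7, the member that lies on Chr 1, had a log2 difference of -0.41, and Ebp had -0.13.

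**Figure D3:**
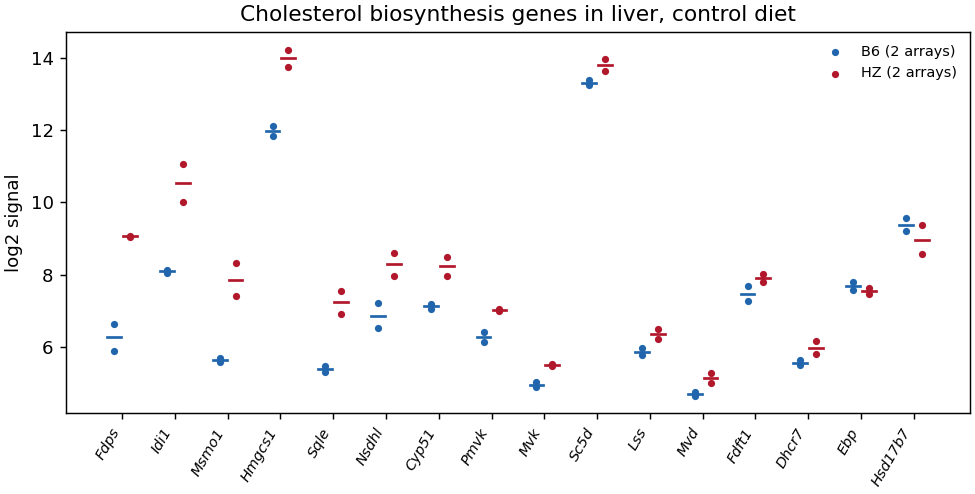
Log2 signal (vertical axis) of the 16 measured cholesterol biosynthesis genes (horizontal axis, in the order of the difference) on the control diet, with 1 point per array, bars for the means, blue for B6 and red for HZ. The difference runs from 2.80 at Fdps to -0.41 at Hsd17b7.

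The median log2 difference of the list was 0.65 (adjusted p = 5.5e-05 over 30 lists from camera with a preset correlation of 0.01, and adjusted p = 0.57 with an estimated correlation). Against the same B6 control arrays, 13 of 16 genes were higher in KM (median 0.32) and 14 in SJ (median 0.47). The B6 arrays labelled high fat lay above them by a median of 0.82. The B6 control arrays had the lowest median deviations from the gene means of the 16 arrays, -0.71 and -0.62. Those of the HZ control arrays were 0.11 and 0.10, of the KM control arrays -0.17 and -0.59, and of the SJ control arrays -0.61 and -0.006. Adjusted over the list alone, 0 genes were higher in KM and 0 in SJ, against 7 in HZ. On the control diet the direction was thus shared by the lines, while the rise was largest in HZ. Since these comparisons share the B6 control arrays, how much of the rise comes from them cannot be told. Of the 16 genes, 5 passed the fold change and unadjusted p of the paper, all higher in HZ, among 432 of 30702 genes (odds ratio 32.2, adjusted p = 2.1e-05 over 30 lists from Fisher's exact test, which treats genes as independent). Of 9 other targets of the sterol sensor SREBP-2, none passed the adjusted threshold of limma over all clusters (2 higher and 2 lower at an unadjusted p under 0.05, and the same numbers adjusted over the list alone), with a median log2 difference of 0.37 (adjusted p = 0.30 from camera). Tmem97 had a log2 difference of 0.72 and Npc1, which exports cholesterol from lysosomes, of -0.76. On the arrays labelled high fat, the median log2 difference of the cholesterol list between HZ and B6 was -0.48 (adjusted p = 0.0049 from camera, and adjusted p = 0.66 with an estimated correlation), but it was 0.16 without B6 high-fat replicate 1, and the B6 arrays labelled high fat had median deviations from the gene means of 0.70 and -0.19.
The paper states that most of the 10 top categories in its Table 3 concern lipid metabolism.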

**Figure 5:**
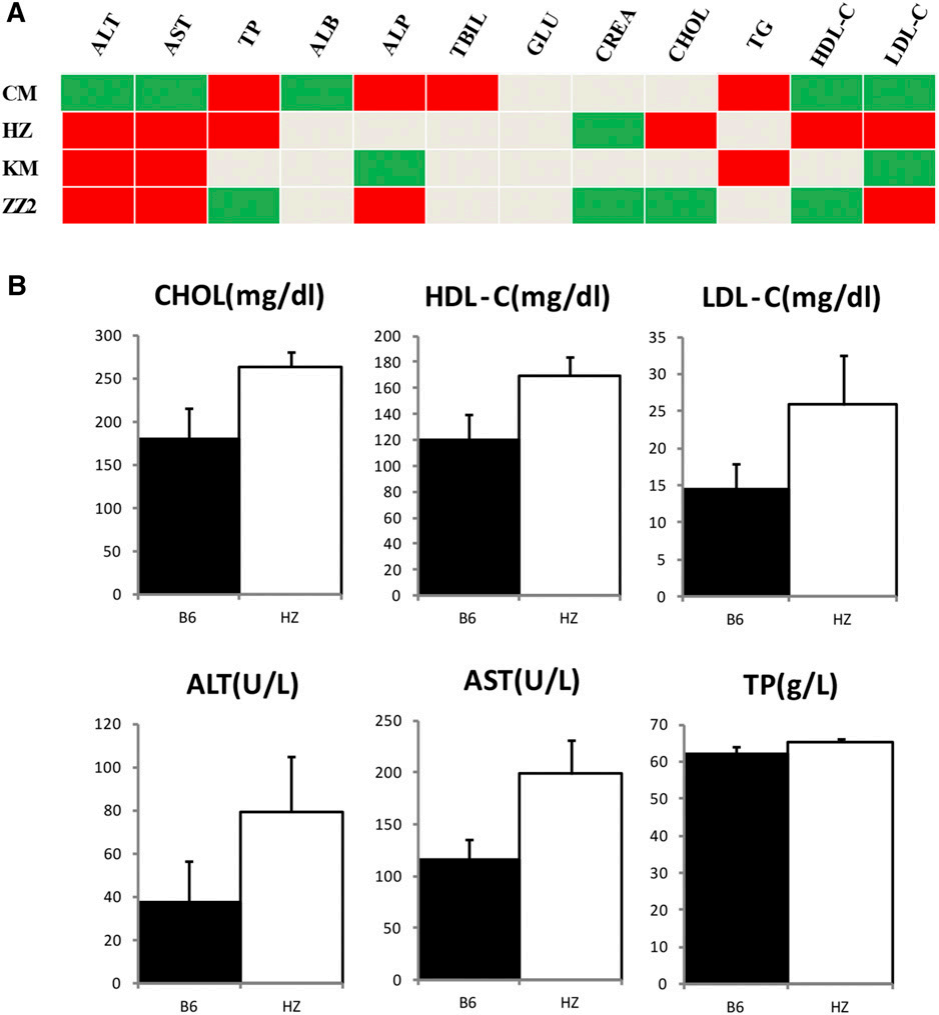
Comparison of phenotypes between C1SLs and recipient strain B6. (A) Comparison of 12 biochemistry indexes between CM, HZ, KM, and ZZ2, and recipient strain B6. Red: *P* < 0.01; green: *P* < 0.05. (B) Comparisons of six significant indexes between HZ and B6.

**Table 3:** Top 10 enriched gene ontology terms from a list of 183 genes differentially expressed between B6 and HZ

Term	Count	Percentage of Total	Fold Enrichment	*P*-Value
GO:0055114:oxidation reduction	27	16.4	5.2	4.07279E−12
GO:0016126:sterol biosynthetic process	6	3.6	25.9	2.91818E−06
GO:0006695:cholesterol biosynthetic process	5	3	28.1	2.56385E−05
GO:0016125:sterol metabolic process	7	4.2	11.8	2.65501E−05
GO:0008203:cholesterol metabolic process	6	3.6	11.1	0.000194489
GO:0006694:steroid biosynthetic process	6	3.6	10.9	0.000207962
GO:0006720:isoprenoid metabolic process	5	3	13.2	0.000526616
GO:0008299:isoprenoid biosynthetic process	4	2.4	23.5	0.000603412
GO:0008202:steroid metabolic process	7	4.2	5.6	0.001470541
GO:0008610:lipid biosynthetic process	9	5.5	4.1	0.00153588

All genes in the mouse genome were used as the background to determine enrichment. *P*-values were obtained using a modified Fisher’s exact test.

### Quality control of Chr 1 and genetic background

An ideal CSS should carry an intact donor chromosome and >99% of other genetic background identical to the recipient strain. Theoretically, with more generations of backcrosses, the genome background becomes increasingly pure while the probability of recombination event on the donor chromosome also increases (Gregorova *et al.* 2008). Among C1SLs, two lines, ZC and HZ, had a recombination on Chr 1 proximal sequence. As a result, these two lines’ Chr 1 proximal sequences became the B6 sequence. Similarly, the Chr 1 distal sequences of four lines (PD, TZ, FX, and BLD) were replaced by the B6 sequence (details in Table S10). For JD, we found a 5.7 Mb B6 sequence in the middle of Chr 1 (Table S10). For the other chromosomes from the genetic background, the residual contamination varied among these lines, ranging from 0.5 to 5.1% with an average of 1.7%, and six lines had >2% contamination (Figure 6A). As shown in Figure 6B, the wild island distributed across all autosomes, but some chromosomes such as chromosomes 4, 8, and 18 harbored more islands. Some islands were very large in certain lines. For example, BLD had a 7-Mb island on chromosome 3, DX had a 54-Mb island on chromosome 8, and ZZ2 had a 66-Mb island on chromosome 2. In addition, we also found that there were some overlapping islands in all of the 18 lines.

**Figure 6:**
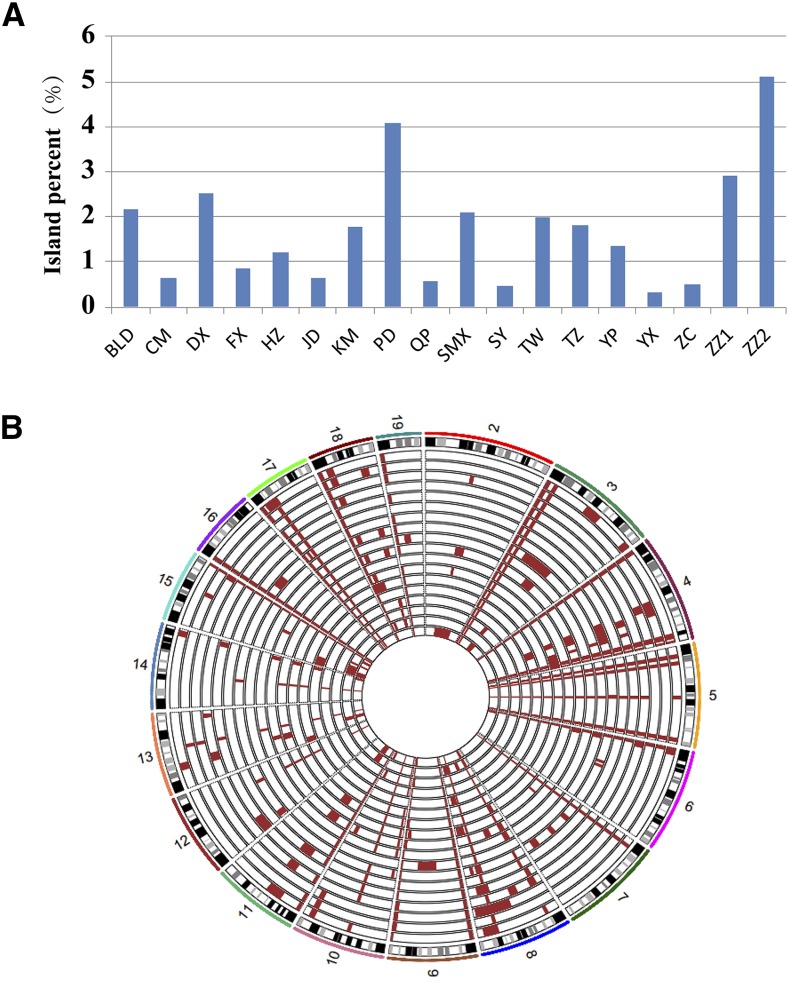
Wild island contamination across genome background for C1SLs. (A) Overall wild island contamination for each line. (B) Wild island distribution across the genome background (chromosomes 2 - 19). Brown bars represent wild islands. The C1SLs from inside out are ZZ2, ZZ1, ZC, YX, YP, TZ, TW, SY, SMX, QP, PD, KM, JD, HZ, FX, DX, CM, and BLD.

## Discussion

In 2008, we began a project to construct a population of C1SLs. After years of hard work, this project is near completion. In the present study, we performed whole genome sequencing on C1SLs from 17 Chinese wild mice and one KM mouse. We detected the genetic polymorphisms and examined their genetic structure, including their subspecies origin and haplotype structure. We also selected some lines to test the blood biochemical indexes. With all these genome sequences and limited phenotype data, we assessed the value of these lines for the genetic studies of complex traits, and for QTL fine mapping and detecting new QTL on Chr 1.

For the genetic studies of complex traits, high genetic diversity is essential for identifying causative genes. However, CI strains are originated from a limited progenitor, which constraints their genetic diversity (Yang *et al.* 2011). Recent whole genome sequencing of 36 inbred strains showed that most of the identified variants were from wild-derived strains (Keane *et al.* 2011). The SNP density for CI strains was only 1.6 SNP/kb (SD = 0.5) which was far less than wild-derived strains. Consistent with previous studies that wild mice harbor more genetic variants (Laurie *et al.* 2007; Salcedo *et al.* 2007), in our sequenced lines, we completely identified 4.5 million SNPs and indels on donor chromosomes, of which 1.3 million were not in the MGP and NCBI mouse dbSNP142 data sets. We identified nearly 1.6 million SNPs for each line, which was fivefold more than those sequenced CI strains (0.31 million). Further annotation also identified many loss of functional variants, especially among the novel variants (Table 2).

Another essential factor for the dissection of complex traits is mapping resolution. Recent progress in mouse resources have achieved a resolution of a ∼2 Mb interval containing roughly 10–20 genes (Buchner and Nadeau 2015), although the actual resolution varies with other factors, such as gene density. Other complementary methods, such as gene expression analysis and coexpression networks, can sometimes reduce the number of candidates to just one or a few genes and inform the underlying pathways (Mesner *et al.* 2014). Through haplotype analysis across these 18 lines, we found that the sizes of most haplotype blocks in our lines were <100 kb, with nearly 57% blocks <1 kb. This indicates that single gene resolution may be achieved when conducting association studies with C1SLs.

Unlike laboratory mice maintained under well controlled environments, wild mice have spread around, and adapted to, many different environmental pressures. Therefore, they should exhibit considerably more phenotypic variations (Phifer-Rixey and Nachman 2015). In this study, we found most of our assayed blood chemistry indexes had significant differences with B6. The HZ line showed significantly higher blood lipids (HDL-C, LDL-C, and CHOL) and liver damage–related indexes (TP, ALT, and AST). This was also reflected on expression levels of blood lipid metabolism–related genes. 

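On the control diet, of 26 genes of fatty acid and triglyceride synthesis listed before the data were examined, 3 were higher in HZ, 0 were lower and 23 did not pass the test at an adjusted p under 0.05 from limma (4 higher and 1 lower adjusted over the list alone). Cd36, which takes up fatty acids, had a log2 signal of 14.57 ± 0.31 (SD, n = 2 arrays) in HZ and 11.10 ± 0.26 (SD, n = 2) in B6 and was 11.1-fold higher (adjusted p = 6.5e-04). Thrsp, an inducer of lipogenesis, was 16.5-fold higher with a log2 difference of 4.04 (standard error 0.63, adjusted p = 0.018), and Pparg, a nuclear receptor of adipogenesis and lipid storage, was 3.47-fold higher with a log2 difference of 1.80 (standard error 0.34, adjusted p = 0.043). The median log2 difference of this list was 0.39 (adjusted p = 0.012 from camera, and adjusted p = 0.57 with an estimated correlation). Against the same B6 control arrays the median was 0.58 in KM and 1.06 in SJ, and Cd36 was also higher in KM. A rise over these arrays, which all these comparisons share, was thus not particular to HZ. On the arrays labelled high fat, Cd36 was higher in HZ than in B6, whereas Thrsp and Pparg were lower. None of these passed an adjusted p of 0.05 from limma there. On the control diet, G0s2, a member on Chr 1, had a log2 difference of -0.56, while Mogat1, also on Chr 1, lay below the brightest background control in both lines, where a difference cannot be seen.
Of 30 genes of fatty acid oxidation and targets of PPAR-alpha, Creg1, a lysosomal glycoprotein encoded on Chr 1, was lower, with a log2 difference of -1.32 (standard error 0.19, adjusted p = 0.013), and 29 did not pass the test (0 higher and 4 lower adjusted over the list alone). The peroxisomal enzyme Ehhadh had a log2 difference of -1.52 (adjusted p = 0.089), and the median of the list was -0.31 (adjusted p = 5.5e-05 from camera, and adjusted p = 0.57 with an estimated correlation). Of 27 genes of lipoprotein and cholesterol transport, limma called none over all clusters and none over the list alone (1 higher and 5 lower at an unadjusted p under 0.05), with a median of -0.00016 (adjusted p = 0.091 from camera). Apoa2, a protein of high-density lipoprotein encoded on Chr 1 from 171221564 to 171226379 of GRCm38.p6, had a log2 signal of 19.91 in B6 and stood at the ceiling of the values in HZ, where a difference cannot be seen. Lcat, which esterifies cholesterol in plasma, had a log2 difference of -0.84 (adjusted p = 0.23) and Scarb1, a receptor of high-density lipoprotein, of -0.54 (adjusted p = 0.29). Of 22 genes of bile acid synthesis and transport, none passed over all clusters (5 higher and 2 lower at an unadjusted p under 0.05, and 2 higher and 1 lower adjusted over the list alone), and their median log2 difference was 0.03 (adjusted p = 0.67 from camera). Baat, which joins bile acids to amino acids, had a log2 difference of 0.70 and Cyp27a1, a sterol hydroxylase encoded on Chr 1, of -0.02.
Cd36 passed the threshold in each of the 4 fits that left out an HZ or B6 array. Pparg passed in none of them (adjusted p up to 0.20), Thrsp only without HZ replicate 2 (up to 0.11 in the others) and Creg1 only without HZ replicate 1 (up to 0.099).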

Through functional annotations of the identified genetic variants, we found 13 genes with deleterious coding sequence variants associated with immune-related pathways, including the complement and coagulation cascades pathway and natural killer cell–mediated cytotoxicity pathway, indicating that they have some differences in susceptibility of infectious diseases with B6. Indeed, there are reports that wild mice have different infectious disease susceptibility (Turner and Paterson 2013). In addition, these lines also harbored more functional variants on olfactory transduction genes, which may be related to their adaption to the environment. All these findings suggest that these newly built C1SLs can be used for the genetic analysis of many different phenotypes.

Our C1SLs also provide a potentially new resource for gene regulation and gene–gene interaction studies. Due to their special genetic makeup, for each gene or regulatory locus, there are at least two haplotypes and may be up to 19 from these mice lines, which may lead to improved power in gene regulation studies. In our sequenced lines, we found large amount of variants located in regulatory regions, suggesting *cis* regulation may exist for these nearby genes. Another finding was that nearly two-thirds of differentially expressed genes in the liver (between B6 and HZ) were located outside Chr 1. This difference may be triggered by the genetic variants on Chr 1 through *trans* regulations. Thus, this unique resource may provide more regulation information on the genes located on Chr 1.

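On the control diet, of 657 clusters with a chromosome that were past the fold change and unadjusted p of the paper, 526 lay outside Chr 1 (80.1%), as did 292 of 431 at an adjusted p under 0.05 from limma (67.7%). Of protein-coding clusters past the thresholds of the paper, 29.9% lay on Chr 1. Calls not placed on Chr 1 carried over less to the arrays labelled high fat, a check chosen after the results were seen. At the adjusted p, 64.9% of 299 had the same sign there, against 95.0% of 139 on Chr 1. At the thresholds of the paper the shares were 47.9% of 537 and 80.9% of 131. These counts alone thus do not show an effect of Chr 1 on other chromosomes. Of 48 genes of xenobiotic metabolism, 7 were higher in HZ on the control diet, 0 were lower and 41 did not pass the test (13 higher and 1 lower adjusted over the list alone). The cytochrome P450 genes Cyp2c38 and Cyp2c39 on chromosome 19 had log2 differences of 1.82 (standard error 0.22, adjusted p = 0.0041) and 1.65 (standard error 0.19, adjusted p = 0.0037), and Cyp3a16 and Cyp3a44 on chromosome 5 had 0.99 and 1.19. These genes have close relatives to which similar probes could bind. Aox1, Fmo1 and Fmo2 of this list lie on Chr 1, and Fmo2, a flavin monooxygenase, had a log2 difference of 3.28 (adjusted p = 0.021). The median of the list was 0.39 (adjusted p = 5.5e-05 from camera, and adjusted p = 0.57 with an estimated correlation).
On the same diet, of 19 genes of the circadian clock, 1 was lower and 18 did not pass the test (10 lower adjusted over the list alone), with a median log2 difference of -0.67 (adjusted p = 2.2e-06 from camera, and adjusted p = 0.32 with an estimated correlation). The 3 clusters of Rora, a member of the list, had log2 differences from -0.67 to 0.40. Nr1d1, the clock repressor REV-ERB alpha on chromosome 11, had a log2 signal of 10.16 ± 0.46 (SD, n = 2 arrays) in HZ and 11.76 ± 0.23 (SD, n = 2) in B6 (adjusted p = 0.0050). Of 22 genes with higher levels in female than in male liver, 3 were higher (7 adjusted over the list alone), namely Cyp3a16, Cyp3a44 and Fmo2, with a median of 0.59 (adjusted p = 5.5e-05 from camera, and adjusted p = 0.47 with an estimated correlation). All 17 markers of Kupffer cells and macrophages had a higher mean in HZ, and none passed over all clusters (9 higher at an unadjusted p under 0.05 and 7 higher adjusted over the list alone). Their median log2 difference was 0.90 (adjusted p = 5.5e-05 from camera, and adjusted p = 0.57 with an estimated correlation), with 1.81 for Lyz2 and 0.93 for Adgre1, which encodes F4/80. Against the same B6 control arrays these markers had medians of 1.07 in KM and 1.20 in SJ. The circadian clock list had -0.34 in KM and -0.23 in SJ. Genes with higher levels in female liver had 0.53 and 0.86. The direction of these lists against the B6 control arrays was thus not particular to HZ. Since these comparisons share those arrays, a like direction can come from them and does not show an effect of each line. Other lists were less alike. The median of fatty acid oxidation was -0.31 in HZ, 0.004 in KM and -0.06 in SJ. That of xenobiotic metabolism was 0.39 in HZ, 0.08 in KM and 0.22 in SJ. Of 45 genes of complement and coagulation, 1 was higher and 3 were lower (1 higher and 5 lower adjusted over the list alone), with a median of -0.11 (adjusted p = 0.0017 from camera, and adjusted p = 0.57 with an estimated correlation). C1ra, a protease of the classical complement pathway on chromosome 6, was lower at -0.70 (adjusted p = 0.011). The other called genes of this list, Cr2, Cd55 and Cfhr3, lie on Chr 1.
Without B6 replicate 1 the adjusted p was 0.067 for Cyp2c38, 0.052 for Cyp2c39, 0.068 for Cyp3a44 and 0.078 for Nr1d1. Of the 4 fits without an HZ or B6 array, C1ra passed only in that without HZ replicate 1 (adjusted p up to 0.091 in the others) and Fmo2 in none (up to 0.17).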

The house mouse, *M. musculus*, consists of three principal subspecies, with native populations of *M. m. musculus* in Eastern Europe and Asia, *M. m. castaneus* in Southeast Asia and India, and *M. m. domesticus* in Western Europe and the Middle East (Boursot *et al.* 1993). CI strains are predominantly derived from *M. m. domesticus*, which accounted for about 94.3% of genome sequences (Yang *et al.* 2011). Our subspecies origin analysis on Chr 1 confirmed that nearly 93% sequences were from *M. m. musculus* and *M. m. castaneus*. The overall contribution for two subspecies for each line are consistent with the geographical distribution of subspecies in China. Thus, these newly constructed C1SLs have three subspecies of origin: for Chr 1, they predominantly originated from *M. m. musculus* and *M. m. castaneus*, while other chromosomes were mainly of *M. m. domesticus* origin.

Theoretically, ≥10 generations of backcrossing are required for purifying the CSS genome background (Nadeau *et al.* 2012), which is very time-consuming and laborious. In order to shorten the inbreeding time, we backcrossed seven generations in our lines. Through whole genome sequencing, we found that some lines were nearly purified with B6 background (CM, FX, JD, QP, SY, YX, and ZC), whereas others had <5% residual contamination in the genome background with wild islands. The residual contamination is mainly caused by the limited number of backcrosses. It may also be due to positive selection for these wild islands, which means that once these wild islands are replaced by B6 sequences, it may cause genetic incompatibility, leading to problems such as reproductive isolation (Ma *et al.* 2016). However, these limited islands can be easily traced through SNP genotyping to determine if the fixation status is B6 or wild allele in the future intercrossing, which can be used to guide further research.

Until now, nearly 1000 QTL have been mapped onto mouse Chr 1. However, only a small number of the underlying causative genes have been identified (Eppig *et al.* 2014). As a unique mouse resource, together with the accumulated phenotypic information, the sequence of the 18 mouse genomes will serve as a basis for understanding trait differences. They can be also used for fine mapping known QTL or identifying new QTL on mouse Chr 1, and will help dissect the genetic basis of complex traits.

## Supplementary Material

Supplemental Material

# Supplementary material for: Genome Sequencing of Chromosome 1 Substitution Lines Derived from Chinese Wild Mice Revealed a Unique Resource for Genetic Studies of Complex Traits
**Source:** G3 (Bethesda). 2016 Sep 6;6(11):3571–80. doi: 10.1534/g3.116.033902
**Supplement:** Supplemental Material

Genome Sequencing of Chromosome 1 Substitution Lines Derived from Chinese Wild Mice Revealed a Unique Resource for Genetic Studies of Complex Traits — Supplemental Material 

# Genome Sequencing of Chromosome 1 Substitution Lines Derived from Chinese Wild Mice Revealed a Unique Resource for Genetic Studies of Complex Traits

## Supplemental Material for Xu, *et al*, 2016

**Files in this Data Supplement:**

- Figure S1 - Distribution of differentially expressed genes between B6 and HZ mice. (.tif, 9.95 KB)
- Table S1 - Summarization of genome sequencing, quality control, and read mapping. (.xlsx, 11 KB)
- Table S2 - Homozyosity rate of SNPs identified on Chr 1 for each line. (.xlsx, 11 KB)
- Table S3 - The amount of SNPs and indels discovered on Chr 1 and SNP density in 1kb from MGP sequenced 36 inbred strains. (.xlsx, 11 KB)
- Table S4 - List of frameshift variants across C1SLs. (.xlsx, 31 KB)
- Table S5 - List of stop lost or gain variants across C1SLs. (.xlsx, 23 KB)
- Table S6 - List of missense variants with deleterious effects across C1SLs. (.xlsx, 183 KB)
- Table S7 - Genes annotated to KEGG pathways. (.xlsx, 18 KB)
- Table S8 - Interspecies introgression regions in mouse Chr 1. (.xlsx, 11 KB)
- Table S9 - Percentage of analyzed 10kb blocks for inferring subspecies origin. (.xlsx, 12 KB)
- Table S10 - Regions on Chr 1 replaced by B6 sequences. (.xlsx, 10 KB)

# Supplementary material for: Genome Sequencing of Chromosome 1 Substitution Lines Derived from Chinese Wild Mice Revealed a Unique Resource for Genetic Studies of Complex Traits
**Source:** G3 (Bethesda). 2016 Sep 6;6(11):3571–80. doi: 10.1534/g3.116.033902
**Supplement:** Supplemental Material

Table S7. Genes annotated to KEGG pathways. (.xlsx, 18 KB)

<http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.033902/-/DC1/TableS7.xlsx>

How the deposited data were processed for this re-analysis (not part of the article)

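Gene expression in liver was measured on Affymetrix Mouse Transcriptome Assay 1.0 arrays, with RNA of 2 mice pooled per array for HZ and B6 as the paper describes, which was assumed for the other arrays. The labels give 16 arrays in 8 groups of 2, from the lines B6, HZ, KM and SJ on a control diet and a high fat diet. The paper describes a chow diet followed by a diet with 10% fat and a comparison of HZ with B6, to which the arrays labelled control were mapped. The lines KM and SJ are reported only in the closing section, apart from list and array values, Cd36 and snRNA counts set beside those of HZ. Which of these were set there was chosen after the results were seen. The arrays labelled high fat are reported outside the closing section only for the cholesterol biosynthesis list, for Cd36, Thrsp and Pparg, and for snRNA clusters. They also serve there to follow the calls on and outside Chr 1. The authors deposited log2 signals. They were made from the scanned arrays with the SST-RMA algorithm in Expression Console, which corrects background, normalizes between arrays and summarizes probes per transcript cluster. The labels name RMA without a version, and the annotation version of the array is not given in the sources used here.

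The table holds 72688 entries, of which 65956 are transcript clusters and 6732 are control probe sets, which were used only to give the background. The deposited log2 values were used as they are, with no filter. A reference list paired 32750 clusters with names, 31258 with a single symbol and 1492 with several; symbols of 1199 clusters were brought to the current name. Chromosomes were read from the cluster identifiers, and they equalled the chromosome of the gene in GRCm38.p6 for 99.7% of the 31058 clusters that could be compared. Gene positions are those of GRCm38.p6. Array signals have no read depth: the signal over the background controls and the number of arrays limit the precision. The correlation of the 2 arrays of a group was between 0.993 and 0.996 across clusters, which are not independent replicates. Clusters with a mean log2 signal above 18 had a median replicate SD of 0.08, against 0.15 to 0.22 in lower ranges. Whether the ceiling of the signals is the cause was not tested. The labels call the 2 arrays of a group biological replicates.

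Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with 8 group means over 16 arrays and Benjamini-Hochberg adjustment over 65956 clusters. The fit had 8 residual and 3.40 prior degrees of freedom. Genes were called at an adjusted p under 0.05, and counts were also made at the thresholds of the paper, a fold change over 2 and an unadjusted p under 0.05. In all, 30 gene lists with 674 entries were fixed before the data were examined and tested with camera, with a preset correlation of 0.01 and with an estimated one, and with fry, each adjusted over the 30 lists; the brightest cluster stood for a gene, over 30702 genes. The fry test asks whether the genes of a list move on balance in 1 direction and compares them with no other genes. Fisher's exact tests were two-sided. Eligible to be named were the 12 genes with the largest increase and the 12 with the largest decrease of HZ against B6 on the control diet among called clusters with a single symbol and separated arrays, without predicted genes, up to 4 members of each list with the smallest p, all members of the cholesterol list and members of lipid lists on Chr 1; for each other comparison the 4 largest in each direction were eligible. Genes named beyond this rule, Fmo1 among them, were chosen after their values were seen. The computations were tested on simulated data for HZ against B6 on the control diet: of 65956 clusters, 100 were changed by 1 log2 unit, of which 77 were recovered, and 100 by 2 log2 units, of which 100 were recovered, with 13 false calls. With no change, 60 clusters passed the fold change and unadjusted p of the paper. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

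The alternatives were the 4 arrays of the comparison alone with and without moderation of the spread, each array left out, the replicate number as a block, quantile normalization or median centring of the log2 values, the brighter clusters, a trended and robust prior, clusters with a single symbol, and for lists an estimated correlation and the mean over the clusters of a gene. Protein-coding clusters alone, clusters without snRNA genes, and the left-out arrays for the diet contrast, the interaction and the cholesterol list on the arrays labelled high fat were added after seeing the data. Gene ontology enrichment with DAVID was not repeated, since it depends on a database that was not used here.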

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

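The lower bound of 3 Mb in the test of the proximal segment, the tests of the snRNA clusters, the separate tests of clusters on and outside Chr 1 on the arrays labelled high fat, the comparison of contrasts that share or do not share controls with its signal limit of 6, its version for protein-coding clusters, and the tally of extreme groups were chosen only after the results were seen.

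The following values come wholly or partly from arrays that the paper does not describe for the liver, with limma and an adjusted p under 0.05. On the arrays labelled high fat, 189 clusters differed between HZ and B6. For KM against B6, 189 clusters differed on the control diet and 665 on the arrays labelled high fat. For SJ against B6, 860 clusters differed on the control diet and 157 on the arrays labelled high fat. Over the 4 lines, 32 clusters differed between the diets. Ctse, the aspartic protease cathepsin E encoded on Chr 1, was higher in KM than in B6 on the control diet by a log2 difference of 9.86 (standard error 0.42, adjusted p = 3.2e-06 from limma). Cyp2b9, a cytochrome P450 gene with higher levels in female liver, was higher in SJ than in B6 on the control diet by 12.10 (standard error 1.62, adjusted p = 0.0055), and its SD in HZ on the control diet was 4.99 (n = 2 arrays). The mean B6 signals of both lay near the brightest background control, so these differences are lower bounds. Ctse passed in every setting, while Cyp2b9 did not without B6 control replicate 2 or SJ control replicate 1. A test of the interaction in limma called 2 clusters in which the difference between HZ and B6 itself differed between the diets (6420 at an unadjusted p under 0.05). They were named after their values were seen: the predicted genes Gm8941 on Chr 1, with a log2 difference of -2.20 on the control diet and -5.32 on the high fat diet, and Gm22977 on chromosome 16, with 1.64 and -0.32. The count was 0 without B6 control replicate 2 and 0 without HZ control replicate 2, and it was 8 without B6 high-fat replicate 1.

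Called clusters on Chr 1 were more often lower in HZ than called clusters elsewhere on the control diet, 63.3% of 139 against 46.6% of 292 (p = 0.0014 from Fisher's exact test). If mismatches of probes to donor variants were the cause, the same should hold on the arrays labelled high fat, where it was 63.0% of 100 against 53.7% of 82 (p = 0.23 from Fisher's exact test), so this explanation cannot be told apart from a lower expression: the share on Chr 1 was alike on both diets and that elsewhere was higher on the arrays labelled high fat. The values on the control diet fit an effect of donor sequence on Chr 1, whether on expression or on binding of probes: 6.26% of clusters outside the proximal segment of B6 sequence were called, and 0 of 85 inside it (p = 0.0082 from Fisher's exact test), whereas with 64 of 1582 and 0 of 85 on the arrays labelled high fat the test did not pass (p = 0.074 from Fisher's exact test). Which of the 2 it is stays open, since the sequences of the probes were not used here.

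The 299 clusters called on the control diet and not placed on Chr 1, 7 of them without a chromosome, did not carry over to the arrays labelled high fat as those on Chr 1 did: 64.9% had the same sign there, with a ratio of medians of 0.13, against 95.0% of 139 on Chr 1, with a ratio of 0.83 (74.4% and 0.32 over all 438; at the thresholds of the paper 47.9% of 537 and -0.02, against 80.9% of 131 and 0.86 on Chr 1). This argues against B6 control arrays that stand apart as the source of the Chr 1 calls, whereas for the rest they may be a source: the B6 control mean was the highest or lowest of the 8 groups in 70.6% of the 299 clusters, although the HZ control mean was so in 58.9% and the clusters were chosen for this difference. Without Chr 1 clusters and above a mean log2 signal of 6, the differences from the same B6 control arrays had correlations across clusters with that of HZ of 0.64 for KM, 0.43 for SJ and 0.47 for the diet in B6 (0.50, 0.50 and 0.49 in simulated unchanged groups; 0.71, 0.57 and 0.59 for protein-coding clusters against simulated values of 0.50, 0.50 and 0.51), with covariances of 0.114, 0.096 and 0.080 against a simulated 0.024. With 2 arrays the controls could not be divided, so part of the covariance may come from them, and the difference of KM from B6 on the arrays labelled high fat, which shares no array, had a correlation of 0.49, against 0.21 for HZ and 0.15 for SJ on those arrays (0.44, 0.32 and 0.38 for protein-coding clusters; simulated values near 0). Of called genes outside Chr 1, 16.6% had another called gene among their 10 nearest, under the bound of 50% set before for residual donor islands. This share was above the median of 4.91% and the highest of 13.5% in 1000 random placements. The bound cannot decide on such islands, since even on Chr 1 outside the proximal segment only 6.26% of clusters were called. Residual donor islands and an effect of the line that depends on the diet both stay open.

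Of the 176 snRNA clusters that were higher in HZ on the control diet, the median log2 difference was 1.30 there and -0.25 on the arrays labelled high fat. This runs against the prediction for an effect of HZ present on both diets. It cannot decide, since these clusters move together and were chosen for the control difference. The gap between the 2 KM high fat arrays in them, 1.82, was also larger than that difference. Many copies of a single sequence family remain a candidate explanation of their number: the median correlation between these clusters over deviations from the group means was 0.88, against 0.09 for called protein-coding clusters. A content of small RNA that varies between arrays of a group also remains: the 2 KM high fat arrays differed by a median of 1.82 in these clusters, although the HZ control arrays differed by 0.33 and the B6 control arrays by 0.08. Both explanations can hold together, and an effect of the line on the control diet alone was not tested.

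Of 34 splits of the 8 HZ and B6 arrays into 4 and 4 with diet as a term, 1, the real one, gave as many called clusters, 477 against 1 at most in the other splits, which argues against chance as their source. The split that equals the diet was left out because it could not be estimated. For the diets over the 4 lines, 2 of 100 splits of the 16 arrays, the real one among them, gave as many called clusters as the real split. The real split called 6 with line as a term, fewer than the 32 of the fit with 8 group means. The highest other split called 11. This argues against chance only at a share under 0.05, since a different split called more.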

How the results depend on the processing

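The protein-coding and snRNA settings and the left-out arrays for the diets and the interaction were chosen after seeing the data. A left-out array leaves its group with 1 array, assumed to vary like the other groups. For HZ against B6 on the control diet, 438 clusters passed the adjusted p; it was 33 (7582 at an unadjusted p under 0.05) with the 4 arrays alone, 0 with the 4 arrays and no moderation of the spread (5462 at an unadjusted p under 0.05) and 83 to 347 with an array left out, where fewer arrays enter; 9 of 14 settings stayed within 1.5 times. At the thresholds of the paper, 668 became 426 with the 4 arrays and no moderation, 437 with a single symbol and 164 for protein-coding clusters, where fewer clusters are counted, and was 597 to 921 with an array left out. Of these clusters, 19.6% lay on Chr 1, and 16.0% to 29.9% did in 14 settings, in each of which Chr 1 clusters were called at a higher rate than others. The cholesterol list had a median of 0.62 to 0.76 in 12 settings and an adjusted p under 0.05 in 11 of them, but its adjusted p was 0.57 (median 0.65) with an estimated correlation, which was 0.70; an unmoderated camera test was not run. HZ against B6 over both diets gave 596, and 222 to 491 with an array left out. The diets differed in 32 clusters (21 higher and 11 lower), in 19 (15 and 4) with median centring, 52 in the brighter clusters and 1 to 48 with an array left out. The interaction called 2, and 0 to 8 with an array left out. Beyond fewer arrays or clusters, the cause was not tested.

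With the replicate number as a replicate block, the interaction called 0 clusters (6269 at an unadjusted p under 0.05), and the other counts stayed within 1.5 times (363 for the 438). Deviations of arrays with the same number had correlations across clusters between -0.14 and 0.16 over 28 pairs of groups, and -0.04 for HZ and B6 on the control diet, so the arrays share only a number.

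Of 35 called genes eligible to be named for HZ against B6 on the control diet, 0 passed in every setting, since with the 4 arrays and no moderation none did; the 4 arrays alone lost 29 and leaving out B6 replicate 1 lost 22. None of the called genes changed sign. With an array left out, the log2 difference of 7 uncalled genes changed sign in some fit, with -0.119 to 0.184 for Mogat1, -0.0363 to 0.906 for Lum, -0.262 to 0.219 for Cyp27a1, -0.316 to 0.0240 for Prss2, -0.0106 to 0.678 for Mki67, -0.0480 to 0.561 for Acadl and -0.0327 to 1.02 for Oat. Mogat1, Prss2 and Mki67 lay below the brightest background control. Signal over background limits the dim clusters: at most 36.4% of clusters exceeded the brightest background control of an array.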

Differences from the paper's values

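At a fold change over 2 and an unadjusted p under 0.05, 668 clusters were counted for HZ against B6, against the paper's 434. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with the 4 arrays without moderation (426), without B6 replicate 1 (597), in the brighter clusters (650) and with clusters of a single symbol (437). It did not with the 4 arrays alone, without B6 replicate 2, HZ replicate 1 or HZ replicate 2, with the replicate block, quantile normalization, median centring or the trended and robust prior. Leaving out snRNA clusters, chosen after seeing the values, gave 492; the paper's text does not list its clusters, so how many of them this drops was not counted.

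For clusters higher in HZ, 426 were counted against the paper's 130, and no alternative set before the data were examined came within 1.5 times the paper's value. Among those added after seeing the values, protein-coding clusters gave 82, which is not within 1.5 times of it either, and clusters without snRNA genes gave 250. The count of clusters lower in HZ was 242, against the paper's 304.

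The paper states that more genes were lower than higher in HZ, whereas the count of higher clusters exceeded that of lower ones here, 426 against 242. Without snRNA clusters it was 250 higher against 242 lower, and for protein-coding clusters 82 against 82. At an adjusted p under 0.05 from limma over protein-coding clusters alone, 120 were higher and 247 lower. This is the direction of the paper, but at a different threshold that asks for no fold change. With the direction turned to B6 minus HZ, 242 clusters were higher in B6 against the paper's 130, and 426 were lower against the paper's 304. On this scale the 4 arrays without moderation gave 140 higher and 286 lower, and clusters with a single symbol gave 109 higher and 328 lower, both within 1.5 times the paper's values. The other alternatives set before the data were examined did not come within 1.5 times the paper's 130. With the 4 arrays and no moderation, 93 clusters lay on Chr 1 (21.8%), against the paper's 94 (22%). Which direction the paper's counts were coded in was not settled here.

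The paper's Discussion gives a share of genes outside Chr 1 that is lower than the 80.1% counted here among clusters with a chromosome, while the share on Chr 1, 19.6%, lies near the paper's 22%. At the adjusted p, 67.7% of those with a chromosome lay outside Chr 1.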

Other observations

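Which lists and genes of the KM and SJ lines, of the arrays labelled high fat and of the diets are described here was chosen after the results were seen.

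On the arrays labelled high fat, the difference of HZ from B6 was -0.18 in Thrsp, -0.56 in Pparg, 1.22 in Cd36 and -0.12 in Nr1d1 on the log2 scale, none past an adjusted p of 0.05 from limma. The median was -0.07 for fatty acid and triglyceride synthesis (adjusted p = 0.63 from camera in limma) and -0.07 for the circadian clock (adjusted p = 0.76 from camera in limma). The median of the difference between the diets was -0.47 for the first list (adjusted p = 0.011 from camera in limma, and adjusted p = 0.83 with an estimated correlation) and 0.68 for the second (adjusted p = 5.1e-04, and adjusted p = 0.83 with an estimated correlation), with 0 members called over all clusters in either. Other lists kept their direction on the arrays labelled high fat. There the median of HZ against B6 was 0.93 for markers of Kupffer cells and macrophages. It was 0.52 for genes with higher levels in female liver and 0.21 for xenobiotic metabolism. Their adjusted p from camera was 2.0e-10, 3.4e-07 and 6.8e-07, and 0.28, 0.28 and 0.34 with an estimated correlation. Fatty acid oxidation turned, with a median of 0.04 against -0.31 on the control diet.

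In the KM line, genes of several groups differed from B6. On the control diet, Cd36 was higher in KM by a log2 difference of 4.13 (standard error 0.31, adjusted p = 7.6e-05 from limma), and of 26 genes of fatty acid and triglyceride synthesis 5 were higher (9 adjusted over the list alone), with a median of 0.58 (camera adjusted p = 5.4e-09, and adjusted p = 0.17 with an estimated correlation). Cidea, a lipid droplet protein, was higher by 3.64 (adjusted p = 0.011) from a B6 signal near the brightest background control, and Apom, an apolipoprotein, was lower at -1.40 (adjusted p = 0.017). On the arrays labelled high fat, of 14 markers of T and NK cells 7 were higher in KM (9 adjusted over the list alone), with a median of 0.65 (adjusted p = 0.097 with an estimated correlation), and of 17 markers of Kupffer cells and macrophages 7 were higher (14 adjusted over the list alone), with a median of 1.15 (adjusted p = 0.19 with an estimated correlation). The chemokine gene Ccl5 was higher by 3.88 (adjusted p = 6.3e-04) and Cxcl9 by 3.20 (adjusted p = 0.0080). Of the 8 genes eligible to be named in each of these KM comparisons, 5 on each diet did not pass in some setting, Cidea, Apom and Cxcl9 among them, while Cd36 and Ccl5 passed in all.

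In the SJ line on the control diet, of 22 genes with higher levels in female liver 6 were higher than in B6 (14 higher and 2 lower adjusted over the list alone), with a median of 0.86, and of 21 genes with higher levels in male liver 7 were lower (15 adjusted over the list alone), with a median of -1.37; both had an adjusted p of 0.12 with an estimated correlation. Hsd3b5, a male-predominant gene, was lower at -8.46 (adjusted p = 0.014), and Cyp7b1, a hydroxylase of oxysterols, at -4.29 (adjusted p = 0.018). The HZ and SJ lines both had lower Ly96 on the arrays labelled high fat, at -4.95 and -5.02. Over the 4 lines, Slc22a27 was higher on the arrays labelled high fat than on those labelled control by 2.11 (standard error 0.22, adjusted p = 0.023) and the clock gene Nr1d1 was lower at -0.76 (adjusted p = 0.030). Of the 8 eligible genes, 6 for SJ on the control diet and 7 for the diets did not pass in some setting, among them Hsd3b5, Cyp7b1, Slc22a27 and Nr1d1.

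The lists not described at a claim gave these medians for HZ against B6 on the control diet, with the adjusted p from camera, a test in limma. From camera in limma they were 0.18 (adjusted p = 0.24) for glutathione and NRF2 targets, where Mgst3 was higher but passed in none of the 4 fits without an HZ or B6 array (adjusted p up to 0.21), -0.12 (adjusted p = 0.091) for genes with higher levels in male liver, 0.02 (adjusted p = 0.73) for acute phase and inflammation, 0.04 (adjusted p = 0.65) for interferon-induced genes, -0.13 (adjusted p = 0.012) for the unfolded protein response, -0.23 (adjusted p = 0.042) for fasting and glucose metabolism and 0.11 (adjusted p = 0.097) for cell division. For markers of other cells they were, from camera in limma, 0.14 (adjusted p = 0.049) for hepatic stellate cells, -0.20 (adjusted p = 0.013) for liver endothelial cells, 0.18 (adjusted p = 0.026) for cholangiocytes, 0.14 (adjusted p = 0.091) for T and NK cells, 0.03 (adjusted p = 0.80) for B and plasma cells, 0.03 (adjusted p = 0.76) for neutrophils, -0.29 (adjusted p = 0.14) for erythroid cells, -0.02 (adjusted p = 0.47) for pancreatic acinar cells, 0.14 (adjusted p = 0.33) for adipocytes, 0.16 (adjusted p = 0.24) for pericentral hepatocytes and -0.25 (adjusted p = 0.066) for periportal hepatocytes. Of the 11 erythroid markers only 2 were measured. With an estimated correlation no list of the 30 had an adjusted p under 0.05 in this comparison. By fry, the circadian clock and the genes with higher levels in female liver had an adjusted p of 0.030 each. The directions of the camera test and the median differ for acute phase and inflammation, interferon-induced genes and B and plasma cells, whose medians lie above 0 and whose tests point down. Besides Rora, clusters of a list gene differed in sign for Scd1 (-0.25 to 0.68) and Nudt7 (-1.07 to 0.09). The same held for Ddit3 (-0.45 to 0.06) and Serpina1c (-0.34 to 0.02).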
